# Osteopontin isoform c promotes the survival of cisplatin-treated NSCLC cells involving NFATc2-mediated suppression on calcium-induced ROS levels

**DOI:** 10.1186/s12885-021-08495-z

**Published:** 2021-06-29

**Authors:** Jing Huang, Mu Hu, Huan Niu, Jing Wang, Yang Si, Shan Cheng, Wei Ding

**Keywords:** Osteopontin, Splicing isoform, NFATc2, Tumor microenvironment, Reactive oxygen species

## Abstract

**Background:**

Tumor microenvironment (TME) critically contributed to the malignant progression of transformed cells and the chemical responses to chemotherapy reagents. Osteopontin (OPN) is a secretory onco-protein with several splicing isoforms, all of which were known to regulate tumor growth and able to alter cell-cell or cell-TME communication, however, the exact role and regulation of the OPN splicing isoforms was not well understood.

**Methods:**

In this study, the effects of conditioned medium from the culture of OPN splicing isoforms overexpressing cells on cell functions were evaluated. The methods of nuclear calcium reporter assays and subcellular distribution of nuclear factor of activated T cells c2 (NFATc2) assays were used to investigate the molecular mechanism underlining the roles of OPN splicing isoforms.

**Results:**

We found that the survival of NSCLC cells treated with cisplatin was increased by secretory OPNc in the condition medium, where reduction of apoptosis by OPNc was associated with the activation of cellular calcium signals and subsequent nuclear translocation of NFATc2.

**Conclusions:**

The results revealed a mechanism of OPN and downstream signal for tumor cells to survive in chemo-stressed TME, which emphasized the importance of secretory proteins in alternative splicing isoforms. Our study not only demonstrated the importance of OPN neutralization for anti-tumor effects, but also implied that modulation in calcium/NFATc2/ROS axis could be a novel approach for improving the long-term outcome of NSCLC treatment.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12885-021-08495-z.

## Background

Platinum-based schemes are a cornerstone for the treatment of non-small cell lung cancer (NSCLC) for broadly used formulas. However, the 5-year survival remained poor for patients receiving cisplatin administration, largely due to the emergence of drug resistance during or even prior to the course of treatment [1]. Chemotherapy resistance, a most fundamental problem in cancer medication, is giving rise to disease progression and tumor recurrence in both local and distant tissues. Tumor microenvironment (TME) is increasingly recognized to affects both the malignant progression and cell responses to chemotherapy agents. Secreted from tumor or stromal cells, various cytokines and growth factors in rich abundance contribute to the aberrant growth, angiogenesis, metastasis and drug resistance. To identify and subsequent deplete the involved key factors is considered as an effective approach to attenuate the development of chemo-resistance of cancer cells.

Osteopontin (OPN) is a member of the small integrin-binding ligand N-linked glycoprotein (SIBLING) protein family. SIBLING family proteins are structurally characterized by their small flexible structure and the presence of an Arg-Gly-Asp (RGD) integrin-binding sequence [2]. OPN is detected in high levels in both plasma and TME in various solid tumor patients, including NSCLC. OPN was previous recognized as a biomaker to associate with cancer progression and drug resistance in NSCLC and other cancer types [3, 4]. As a secreted molecule from a number of cell types is implicated in a variety of biological functions, including cell adhesion, migration, immune response, bone calcification, and tumor progression [5]. NSCLC cell lines of OPN overexpression are found to have more invasive behavior, greater metastatic potential [6] and more resistance to cancer cell drugs [7], nonetheless, the molecular pathways responsible for the oncogenic effects of OPN are still not adequately understood.

In fact, OPN has multiple existing forms from pre- and post-translational modifications. There are three different splicing isoforms (OPN SI) of *opn* gene in human. The dominant OPN protein is OPNa, the full-length form with a molecular weight of ∼54 kD. Two shorter forms are OPNb and OPNc, lacking exon 5 (∼50 kD) and exon 4 (∼47 kD) of the seven OPN exons respectively [8]. In addition to CD44 binding domain and several thrombin or matrix metalloproteinase cleavage sites, human OPN isoforms share a common RGD and SVVYGLR integrin binding sequence [9]. Trans glutamination is thought to alter the conformation of OPN, and thus significantly alter the function of OPN. Transglutaminase 2 catalyzes the polymerization of OPN on multiple Gln residues encoded by exon 2–5. The deleted exons 5 (OPNb) and 4 (OPNc) contain one and three Gln residues, respectively, so that the degree of polymerization of isoforms is proportional to the number of trans glutamination sites, OPNa > OPNb > OPNc. The regulation and exact function of different OPN-SIs are still unclear, but recent reports suggest that some OPN-SIs could be much effective in promoting the development of tumor. Among the known OPN-SIs, OPNc has been revealed to be the most important clinical values. OPNc expression was up-regulated in ovarian, breast and pancreatic cancer, which was related to the effects of OPN-SIs on drug resistance signaling in cellular microenvironments.

It has been reported that OPN interacted with integrin αvβ3 to activate tyrosine kinase Pyk2, c-Src, phosphatidylinositol 3-kinase and phospholipase Cγ in osteoclasts [10]. Activation of phospholipase Cγ (leading to intracellular Ca^2+^ release) or Ca^2+^ influx through channels would lead to the increase of cytosolic free calcium concentration ([Ca^2+^]i) [11]. It was not characterized whether OPN could induce ([Ca^2+^]i) elevation in cancer cells. Upon the increase of [Ca^2+^]i, nuclear factors of activated T cells (NFATc1-c4) are activated by the serine/threonine phosphatase calcineurin, and subsequently translocated to the nucleus to transcribe target genes, such as IL-2, IL-4 and the chemokine CCL21 [12]. NFATs are involved in regulating a variety of cellular functions, including growth, immune response and inflammatory response [13, 14]. Dysregulation of NFAT signaling is associated with malignant phenotypes and progression of tumor [15, 16]. Among various NFATs, NFATc1 (NFAT2) and NFATc2 (NFAT1) seemed to be essential for the regulation of tumor related functions, including cell survival/proliferation, invasive migration and angiogenesis [17, 18].

Currently the role of special OPN isoforms in cancer was obscured, including in the activation of Calcium signaling. From the present investigation, we discovered that supplementing OPN-SIs as in the secretory forms with the conditioned medium altered the cell sensitivity to cisplatin in NSCLC cells. OPNc could promote the cell survival through transmitting stimulatory signal to NSCLC cells in tumor microenvironment (TME), involving the activation of cellular calcium levels and the subsequent translocation of the nuclear factor of activated T cells c2 (NFATc2), eventually suppressing ROS levels and attenuating cell apoptosis. Our findings suggested that OPNc might be a potential factor to transmit environmental signals to cancer cells and confer an adaptive response to pharmacological effects via Ca^2+^/NFATc2/ROS signaling.

## Methods

### Tissue culture and cell treatments

Human embryonic kidney cells (HEK-293 T) were obtained from the American Type Culture Collection (ATCC) (Manassas, VA). Cells were maintained as earlier described [19], at 37 °C in a 5% CO_2_ incubator in Dulbecco’s modified Eagle’s medium (DMEM) with 10% fetal bovine serum (FBS) (Biological Industries, Kibbutz Beit Haemek, Israel) and 1% penicillin-streptomycin (Keygen Biotech, Nanjing, China). The human non-small cell lung cancer cell line H1299 and A549 cells were from the American Type Culture Collection (ATCC). Cells were maintained at 37 °C in a 5% CO_2_ incubator in Ham’s F12 Nutrient Medium (Ham’s F12) with 10% FBS and 1% mixed antibiotics. Cisplatin (QILU Pharmaceutical Co. Ltd., Shandong, China) and FK506 (an inhibitor to calcineurin) (T2144, TagerMol, Target Molecule Corp.) were used in the assays to evaluate cell survival and NFATc2 translocation responsive to nuclear calcium signal.

### Preparation of the conditioned mediums (CMs) containing OPN-SIs

The conditioned mediums were prepared and collected based on the procedure of previous study [20]. Briefly, a number of 2.0 × 10^6^ HEK-293 T cells were seeded in 60 mm plates. After transfected with the plasmids carrying the expression cassette of OPNa, OPNb and OPNc for 6 h, cells were cultured in 4 ml fresh culture medium with FBS for 48 h. The supernatant culture mediums were collected and freeze concentrated to 200 μl using Lyophilizer (Alpha 1-2LDplus, Martin Christ, Osterode am Harz, Lower Saxony, Germany). In assays, 10 μl CM was added to 1 ml fresh medium for conditioned culture.

### Vector preparation and transfection

The expression cassettes of OPN-SIs (OPNa, OPNb and OPNc) were cloned individually into AAV-Ires-hrGFP vectors by NEBuilder HiFi DNA Assembly Cloning Kit (NEB Express Iq). The expression cassettes of NFATs (NFATc1, NFATc2, NFATc3 and NFATc4) were cloned individually into pENTER vectors by Vigene Bioscience Co., Ltd. (Shandong, China) and amplified in bacterial host cells. The constructs of NFATc2M (deletion of 421–428 amino acid residues in the DNA binding domain) [21] and NFATc2MP (mutations in R112A, E114A and T116A, impaired in calcineurin-dependent nuclear import) [22] were generated from the wild type with the use of the Q5® Site-Directed Mutagenesis Kit (E0554S, NEB). The pcDNA3.1-GCaMP6s-tdTomato plasmid was generously transferred from Dr. H Ye [23]. The cells were transfected with plasmids using a Lipofectamine™ 2000 Transfection Kit (Invitrogen, Waltham, Massachusetts, USA) following the vendor’s recommended protocols. Western blotting was performed to detect the protein levels of the corresponded genes at 48 h post transfection.

### Cell viability assay

H1299/A549 Cells were set up at 2× 10^3^ cells per well of a 96-well plate and were cultured in medium overnight. Then the medium was refreshed with medium containing the different treatments according to figure legends. Cell viability was analyzed by Cell Counting Kit 8 (KeyGEN BioTECH, Jiangsu, China) according to the manufacturer’s instructions, based on the procedure of previous studies [20]. The plates were scanned at 450 nm for absorbance using a spectrophotometer (BioTek, Winooski, VT, USA). Each data point was measured for the average from six duplicates. The experiments were repeated independently for 3 times.

### Apoptosis assay

The cell apoptosis was assayed using an Annexin V-FITC Apoptosis Detection Kit (KeyGEN BioTECH, Jiangsu, China) following the manufacturer’s standard protocol, based on the procedure of previous studies [20]. Briefly, cells were seeded in 6-well plates at 2.0 × 10^5^ cells/well and treated with cisplatin at 30 μg/ml for 48 h or 20 μg/ml for 48 h, except the control group where DMSO was applied as the vehicle used to dilute drugs.

### Cellular calcium imaging

Cellular calcium analyses were performed as earlier described [20]. Cells cultured on coverglass were transfected with pcDNA3.1-GCaMP6s-tdTomato. Live confocal microscopy was performed at 24 h post transfection using an UltraVIEWVoX system (PerkinElmer, Waltham, MA, USA). Fluorescent signals from two fluorophores (GCaMP6s and tdTomato) were collected at 488 nm/543 nm for excitation and 493–552 nm/560–605 nm for emission. Images were acquired by scanning in the frame scan mode (512 pixels, 1 s/frame). The fluorescence intensity and the ratio of GCaMP6s to tdTomato channels (expressed as G/R) were calculated and plotted using a custom macro script for Image J 1.4 (National Institutes of Health, Bethesda, MD, USA).

### Immunofluorescence

The method has been widely implemented by our laboratories [24]. The cells on coverslips were probed with Anti-NFATc1 (MA3–024, Thermofisher), Anti-NFATc2 (JA11–08, HuaAn Biotechnology Co., Ltd., Hangzhou, China), Anti-NFATc3 (sc-8405, Santa cruz), and Anti-NFATc4 (YT3085, Immunoway, Suzhou, China) primary antibody. After the incubation with an Alexa Fluor® 488 (for primary antibody of anti-NFATc1 and anti-NFATc3) (Life Technologies, Massachusetts, USA) for and an Alexa Fluor® 594 secondary antibody (for primary antibody of anti-NFATc2 and anti-NFATc4) (Life Technologies, Massachusetts, USA), the cells were stained with Hoechst 33258 (Sigma-Aldrich, St. Louis, MO, USA) for nucleus label. Finally, the cells were visualized with a confocal microscope (Leica Microsystems TCS SP8. Wetzlar, Germany). Control samples without adding the primary antibody were prepared for determining the level of non-specific noise.

### Cytoplasmic and nuclear extracts

Nuclear and cytoplasmic extracts of cells were prepared using nuclear and cytosol extraction kit from Applygen, as earlier described [25]. Whole-cell extracts were prepared by lysing the cells in ice-cold CEB-A buffer (Applygen Technologies Inc., Beijing, China). The lysates were then solubilized via vortex for 30 s and placed on ice for 10 min. The resulting homogenate was centrifuged for 5 min (12,000 g) at 4 °C and the supernatant was kept as the cytoplasmic fraction. The precipitate was resuspended in 40 μl nuclear lysis buffer. The lysates were placed on ice for 30 min and solubilized via vortex for 15 s every 10 min. The resulting homogenate was centrifuged for 5 min (12,000 g) at 4 °C and the supernatant was kept as the nuclear fraction. Samples were stored at − 80 °C.

### Western blotting

Western blot analyses were performed as earlier described [6]. Briefly, samples of cell lysates were prepared and separated by 10% SDS-polyacrylamide gel electrophoresis (SDS-PAGE), then transferred onto polyvinylidene fluoride (PVDF) filters. The probing antibodies were against the following antigens: OPN (ab8448, abcam), NFATc2 (JA11–08, HuaAn Biotechnology Co., Ltd., Hangzhou, China), NFATc3 (sc-8405, Santa cruz), FLAG (#14793, CST) and GAPDH (TA-08, ZSGB-BIO, Beijing, China).

### mRNA-sequencing and data processing

Cells were scraped off from the surface in trypsin-versene solution and collected by 500 g centrifugation. The pellet was washed with PBS to remove residual media. Total RNA extractions were performed with the RNA-Quick Purification Kit (ES-RN001, Yishan Biotechnology Co., Ltd., Shanghai, China) following the manufacturer’s protocol. The RNA concentrations were determined using a Nanodrop ND1000 spectrophotometer (Thermo Scientific). The mRNA sequencing libraries were performed with the VAHTS Universal V6 RNA-seq Library Prep Kit for Illumina (NR604–01, Vazyme Biotech, Nanjing, China), VAHTS RNA Multiplex Oligos Set1- Set2 for Illumina (N323, Vazyme Biotech, Nanjing, China), VAHTS DNA Clean Beads (N311–01, Vazyme Biotech, Nanjing, China), VAHTS mRNA Capture Beads (N401–01, Vazyme Biotech, Nanjing, China). The quality assessments were performed in the laboratory of GENEWIZ, lnc (Suzhou, China). All prepared samples subjected to paired-end multiplex sequenced (2 × 150 bp) on the Illumina Hiseq X10 platform. Approximately 8 Gb sequencing data was generated for each sample.

The clean reads in compressed FASTQ format were aligned using HISAT2 to the reference of human genome (Homo_sapiens.GRCh38.dna.primary_assembly.fa, European Molecular Biology Laboratory (EMBL)) with matched rates over 90%. The resulted BAM files were sorted with SAMtools (version 1.18). The depth counts were called with HTSeq (version 0.11.2. Linux_x86_64, Simon Anders ()) with the reference of human genome (Homo_sapiens.GRCh38.94.gtf) used to calculate the Fold change (FC) of FPKM and *p* value among sample groups according to an over-dispersed Poisson model. The *p* value of genes was calculated using DESeq2 (version 1.30.0). Differentially expressed (DE) genes were identified with the thresholds of both expression counts≥1.2 and expression counts≤0.75 in mean expression and FDR ≤ 5% using Benjamin-Hochberg procedure. The enrichment of DE genes was performed using the Gene Ontology Tools (https://go.princeton.edu/) and Cluster 3.0 (Michael Eisen, Stanford University), then displayed with TreeView (version 1.1.6r4, Alok Saldanha).

### RNA extraction and qRT-PCR

Total RNA was isolated using RNA-Quick Purification Kit (Yishan Biotechnology Co., Ltd., Shanghai, China). HiScript II Q RT SuperMix Kit (Vazyme, Nanjing, China) was used for reverse transcription. ChamQ SYBR qPCR Master Mix (Vazyme, Nanjing, China) was used to quantify gene expression level from the obtained cDNA. The qRT-PCR amplified samples were performed using Archimed X6 (Rocgene, Beijing, China). The primers for detecting NFATc2, CYP2E1, CYBB, RAC2, ATP6V0C, TRADD, MAFK, MAFG, ATP6V0D2, ALCAM, ATP6V1H, GPX8 and SOX2 listed in Table S1. GAPDH was used as the loading reference.

### Measurement of ROS level

The fluorescent probe H2DCFDA was used to measure the intracellular generation of ROS. Briefly, cells were plated in 12-well culture plates, incubated overnight, and treated with cisplatin for 12 h. The cells were incubated at 37 °C with 5 μM H2DCFDA (Beyotime, Shanghai, China) for 20 min. Fluorescence intensity was measured by EPICS@X flow cytometer (Beckman Coulter, USA) with extinction and emission at 488 and 525 nm, respectively, and data then were evaluated with FlowJo VX 14.0 software.

### Statistical analysis

The analysis of variance (ANOVA) was used to determine the statistical significance of data in multiple groups. The Student’s t-test was used to compare cell functions between paired groups. Cases of *p*-value< 0.05 was defined as statistically significant. The program of Prism 8 (GraphPad Software, Inc., La Jolla, CA, USA) was used for data plotting.

## Results

### Culture with conditioned medium from OPNc overexpressed cells decreased the sensitivity to cisplatin in H1299 cells

Secreted OPN proteins were previously reported to influence the sensitivity of certain anti-cancer drugs in hepatocellular carcinoma, colon cancer and glioma cells [20, 26]. In NSCLC cells, to further investigate whether such effect is rendered by specific OPN-SIs, we prepared conditioned medium (CM) by transfecting different OPN-SIs into HEK-293 T cells (Fig. S1A, B). When H1299 cells were cultured in the obtained CMs (Fig. 1A), we found the OPNc-CM exerted a stronger effect to reduce cisplatin sensitivity than OPNa-CM and OPNb-CM. From apoptosis assays, CMs of OPNa, OPNb or OPNc reduced the sensitivity of H1299 cells to cisplatin following 30 μg/ml cisplatin treatments for 48 h, from 31.4% to 28.8%, 29.1% and 25.8%, respectively (Fig. 1B), consistently with the OPNc group to be the most significant. To verify if OPNc was indeed a casual factor in the CM, we used an OPN antibody for targeted depletion before applying the CM of cell cultures. We found that the OPN effects on drug sensitivity (Fig. 1C-F) could be neutralized. These data indicated that the secretory OPNc served as the most potent isoform to alter the sensitivity of cisplatin in H1299 cells and increased the survival from apoptosis.

**Fig. 1:**
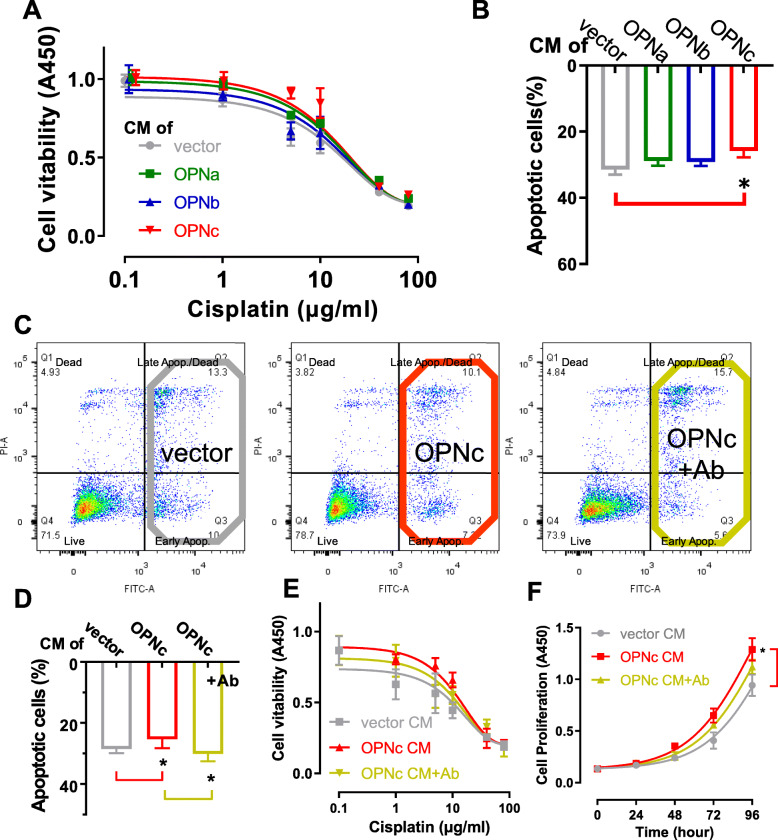
Decreased sensitivity to cisplatin observed in OPNc conditioned cultures of NSCLC cells. **a** Survival of H1299 cells cultured in OPN-SI CMs in the dose-response of cisplatin by CCK8 assays. **b** Cell apoptosis quantified from H1299 cells cultured in OPN-CMs and treated with cisplatin 30 μg/ml for 48 h. **c** Effect of OPNc on apoptosis as shown from the sample results of flow cytometry. **d** Quantification of cell apoptosis in H1299 cells treated with cisplatin 30 μg/ml for 48 h cultured in OPNc-CM with or without 1 μl OPN-neutralizing antibody added to 1 ml fresh medium for conditioned culture. **e** Cell survival from CCK8 assays in H1299 cells subjected to cisplatin doses in OPNc-CM and CM with OPN-neutralizing antibody. **f** Cell growth in H1299 cells in OPNc-CM and neutralizing antibody. Data were represented as the mean ± SD from 3 (apoptosis) or 6 (viability) independent experiments. * *p* < 0.05

### OPNc increased intracellular calcium level and activate calcium signal in H1299 cells

OPN was demonstrated in osteoclasts to interact with integrin αvβ3 and elevated [Ca^2+^]i [27]. Using a GCaMP based reporter, we detected the changes in cytosolic calcium concentration in transfected H1299 cells following the treatments with OPN-CMs. As shown in Fig. 2A, the CM of OPNc was able to elicit a fast and robust stimulation in [Ca^2+^]i, much more intensive than cases of OPNa and OPNb (Fig. 2B). When the OPNc-CM was neutralized by antibody, the calcium signal was significantly reduced (Fig. 2A, C). The addition of the antibody to integrin αvβ3 also significantly abolished the OPNc-CM induced the increase of [Ca^2+^]i (Fig. 2A, C). This suggested that OPNc could be a potent factor in the secretory environment to trigger the activation of cellular calcium signals.

**Fig. 2:**
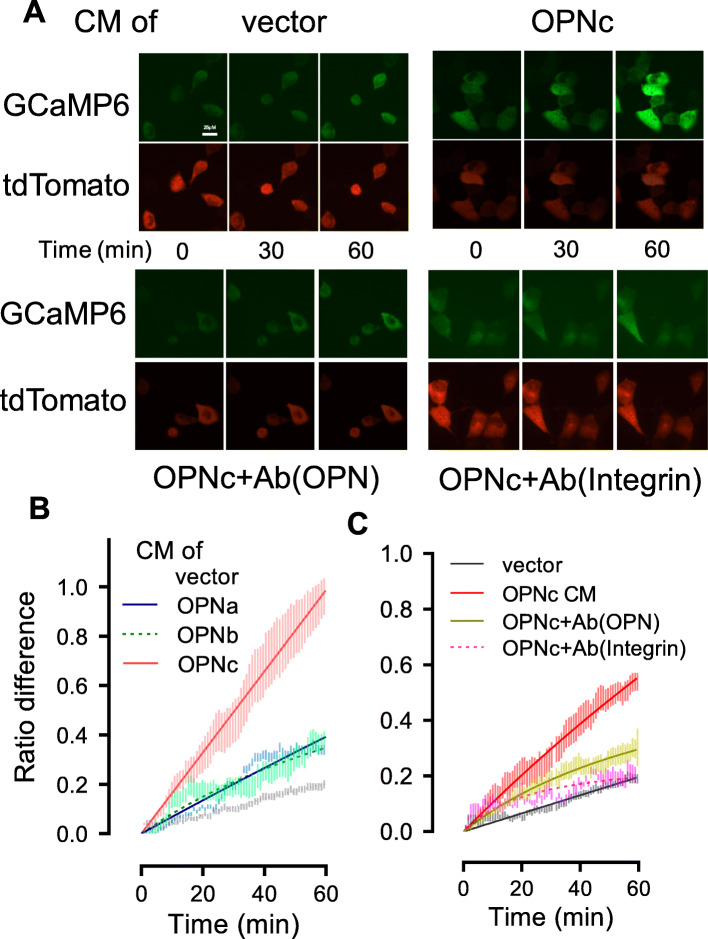
Addition of conditioned medium from OPNc overexpressed cells increased intracellular calcium levels in H1299 cultures. **a** Live fluorescence images for [Ca^2+^]i in H1299 cells transfected with GCaMP6s-tdTomato plasmid and stimulated with OPNc-CM, CM with addition of OPN-neutralizing antibody and integrin αvβ3-blocking antibody (ab78289). **b** Quantitative analyses for [Ca^2+^]i in H1299 cells transfected with GCaMP6s-tdTomato and stimulated with OPN-CMs. **c** Quantitative analyses for [Ca^2+^]i in H1299 cells stimulated with OPNc-CM, CM with addition of OPN-neutralizing antibody and integrin αvβ3-blocking antibody. A total of 10 to 30 individual cells were analyzed for ratios of GCaMP6s over tdTomato fluorescence intensities. Data were represented as the mean ± SD

### OPNc-CM induced the nuclear localization of NFATc2 in H1299 cells

An important known transcription factor responded to calcium signals is NFAT, which can be activated by calcineurin as a Ca^2+^/calmodulin-dependent protein phosphatase. Reports have shown that NFAT signaling was responsible for cell survival and resistance from cytotoxicity in various cancer cells [28–30]. Several different forms of NFAT can be found in NSCLC cells. We used immunofluorescent assays to examine the types and distribution of major NFAT species. OPNc-CM treatments triggered significant nuclear translocation of NFATc2 at 3 h (Fig. 3A), which could be blocked by OPN antibody or pretreatment of FK506, a blocker of calcineurin activity. The nuclear translocation of NFATc3 was also observed in the cells exposed to OPNc-CM in much small amounts, but not seen in NFATc1 and c4. Comparing to OPNc. OPNa-CM and OPNb-CM were absent for the abilities to promote the nuclear translocation of any of NFATc1-c4 in H1299 cells (Fig. 3B). From the western blot probing for NFATc2 or NFATc3 in both cytoplasmic and nuclear fractions, the effect of OPNc-CM to increase nuclear translocation of NFATc2 was verified (Fig. 3C), but not for NFATc3, which was much less significant. In antibody neutralization and FK506 treatment samples, reduced nuclear accumulation of NFATc2 was detected by the western blot assays (Fig. 3D). These results demonstrated that NFATc2 was the primary nuclear transported signal molecule to selectively mediate the stimulation of OPNc, and possibly drive the transcription of specific gene to promote the growth and survival of cancer cells.

**Fig. 3:**
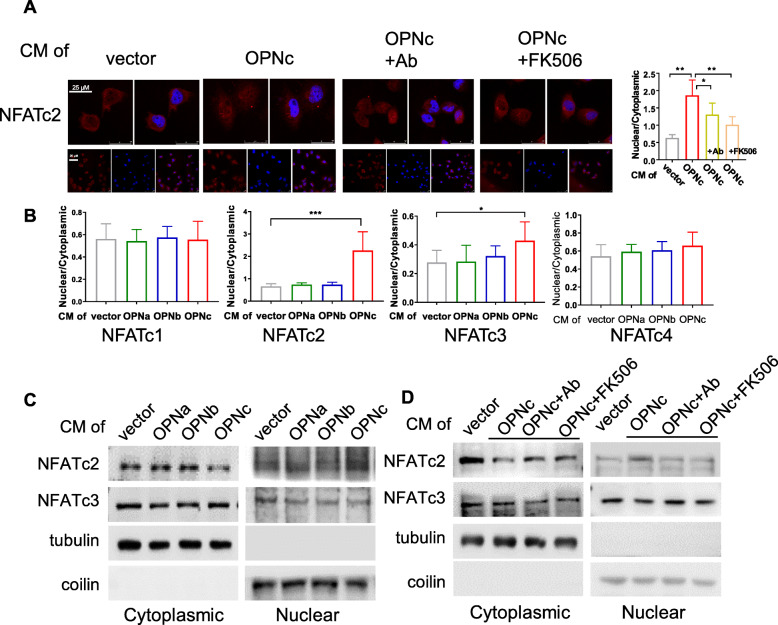
Nuclear accumulation of NFATc2 in cells treated with OPN-CMs. **a** Immunofluorescent images for NFATc2 subcellular localization in cells induced by OPNc-CM and CM with addition of OPN-neutralizing antibody or FK506 as an inhibitor to calcineurin. Twenty individual cells were selected for quantitative analyses of the ratio between nuclear localization and cytoplasmic localization for each NFATc2 as shown in the plot. **b** Quantification of NFATc1-c4 nuclear localization from immunofluorescence in cells treated with OPN-CMs for 3 h. **c** Western blot analyses for cytoplasm or nuclear distribution of NFATc2 and NFATc3 proteins in cells treated with OPN-CMs, where tubulin and coilin were used as cytoplasm and nuclear makers respectively. **d** Western blot analyses for cytoplasm or nuclear distribution of NFATc2 and NFATc3 proteins in cells treated with OPNc-CM and CM with addition of OPN-neutralizing antibody or FK506. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### Transcriptome screening revealed genes involved in ROS metabolism were enriched downstream of OPNc/NFATc2 signaling

Took the advantage from earlier findings in NFAT studies, we deployed a mutant NFATc2 – NFATc2M with the deletion in the DNA binding domain, as a loss of function reference to search for OPNc responsive genes that are regulated by wild type NFATc2 at transcription levels. A549 cells were transfected with plasmid of NFATc2 or NFATc2M and induced with OPNc-CM. 

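NFATC2, the gene carried by both plasmids, lies on chromosome 20 of GRCh38 from 51386957 to 51562831 and had 47791 to 58522 counts in the 4 libraries. Its CPM, the count scaled to the TMM-normalized library size, was 2364 ± 219 (SD, n = 2) with NFATc2 and 2505 ± 103 (SD, n = 2) with NFATc2M. The log2 fold change of NFATc2 over NFATc2M was -0.08 (standard error 0.10, adjusted p = 0.67 from edgeR's quasi-likelihood test), which did not pass the test. NFATc2M lacks a stretch of the protein, and a count over the whole gene does not tell the mutant from the wild type transcript, so this level does not check the labels. SPP1, the gene of osteopontin, lies on chromosome 4 from 87975667 to 87983532. It had 271 ± 3.39 CPM (SD, n = 2) with NFATc2 and 268 ± 15.3 (SD, n = 2) with NFATc2M, a log2 fold change of 0.02 (standard error 0.10, adjusted p = 0.95 from the same edgeR test). The sign of that value turned when NFATc2 replicate 2 or NFATc2M replicate 2 was left out and with an offset for GC content and length (-0.32), and that of NFATC2 turned without NFATc2 replicate 1 (0.012). A549 is an established line from a human lung adenocarcinoma, and ALDH1A1, an aldehyde dehydrogenase abundant in these cells, had 3869 ± 40.6 CPM (SD, n = 2) with NFATc2 and 3436 ± 226 (SD, n = 2) with NFATc2M (adjusted p = 0.30 from edgeR). CDKN2A and CDKN2B, which lie in a region deleted in A549 cells, had 0 counts in each library, and their neighbour MTAP had at most 7. Of 8 tested marker genes of HEK-293 T cells, in which the OPNc-CM was made, 0 passed an adjusted p of 0.05 from edgeR, DESeq2 or limma voom. From edgeR, 0 had an unadjusted p under 0.05. Both groups were in the same medium, so this comparison cannot show whether HEK-293 T material was present. Of the 10 markers listed, 9 had a count, at most 1864 (INA), and the source of these reads was not tested.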

RNA-seq and differential expression (DE) gene analyses were performed. 

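Each group had 2 libraries of A549 cells, numbered replicates 1 and 2, and each library came from cells in OPNc-CM. The authors captured poly(A) RNA, sequenced it in pairs of reads, aligned the reads to GRCh38 with HISAT2 and counted them per gene with HTSeq 0.11.2. These counts were deposited without normalization for 64253 genes, of which 28748 had at least 1 count. The counts summed over genes were 21830690 and 23527259 for NFATc2 replicates 1 and 2, and 21011786 and 21372469 for NFATc2M replicates 1 and 2. The paper gives about 8 Gb of sequence per sample, and the values here use the gene counts. HTSeq also listed reads that met no gene, several genes or no place in the genome, and these 5 categories held 56.4% to 57.4% of each library's total. They were kept out of the library sizes and the tests. From the counts, fold changes of NFATc2 over NFATc2M were estimated with edgeR 4.0.16. Libraries were scaled by TMM, 17459 genes passed its filter on low counts, and each was tested with the robust quasi-likelihood F test and Benjamini-Hochberg adjustment over all of them. The filter, the scaling and the estimate of the spread can each change which genes pass. The text searched here does not say whether reads were counted by strand, so a gene that overlaps another on the opposite strand can hold reads of its partner. Nothing states that the replicates came from separate cultures, so the p-values measure only the spread between these libraries, which may be technical. Tested on simulated data for this comparison, with 50 changed genes at each size, edgeR found 30.0% of the genes changed by 1.5-fold, 76.0% at 2-fold and 94.0% at 3-fold. The simulation changed 200 genes, left out those with the fewest counts and had no GC trend. It made 158 calls against 1508 in the data, so its cut on the unadjusted p was stricter. These shares therefore do not measure what the test finds in the data.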

The MA plot to indicated log2-fold changes (FC) attributable to a given variable over the normalized mean in counts for all samples was shown in Fig. 4A. We imposed a threshold of 1.2-fold change (|log2FC| ≥ 0.26) and identified 5625 genes as differentially expressed which qualified from multiple testing (FDR ≤ 5%). 

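Of the 17459 genes tested, 856 were higher and 652 lower in NFATc2 than in NFATc2M samples at an adjusted p of 0.05 from edgeR. These 1508 genes each also passed the fold threshold. Lower genes were the majority with upper quartile scaling (662 higher and 864 lower) and with library size scaling (556 and 707). They were also with a likelihood ratio test with common dispersion (703 and 951). Among the 12 with the largest rise was DLX2, a homeobox transcription factor on chromosome 2 of GRCh38 from 172099438 to 172102900, with 3.46 ± 0.83 CPM (SD, n = 2) against 1.12 ± 0.15 (SD, n = 2). Its log2 fold change was 1.62 (standard error 0.39, adjusted p = 0.0028 from edgeR's quasi-likelihood test). RAPGEF6, an exchange factor for Rap GTPases on chromosome 5 from 131423921 to 131635231, had a log2 fold change of 1.24 (standard error 0.29, adjusted p = 0.0022 from edgeR). GLMN, which encodes glomulin and lies on chromosome 1 from 92246402 to 92298987, rose by 1.19 on the same scale (standard error 0.27, adjusted p = 0.0014 from edgeR). CASTOR1, the arginine sensor of mTORC1, was among the 12 with the largest fall. It lies on chromosome 22 from 30285117 to 30289622 and had 7 and 7 counts in the NFATc2 libraries against 34 and 30 in the NFATc2M libraries (log2 fold change -2.24, standard error 0.63, adjusted p = 0.012 from edgeR). SUV39H2-DT, a long noncoding RNA on chromosome 10 from 14877416 to 14878727, had 7 and 7 counts against 48 and 33 (log2 fold change -2.58, standard error 0.60, adjusted p = 0.0019 from edgeR). GDF15, a stress-induced cytokine and p53 target on chromosome 19 from 18374731 to 18389176, had 98.7 ± 12.1 CPM (SD, n = 2) with NFATc2 and 183 ± 28.6 (SD, n = 2) with NFATc2M (log2 fold change -0.89, standard error 0.11, adjusted p = 3.8e-09 from edgeR). PFKFB4, a regulator of glycolysis on chromosome 3 from 48517684 to 48562015, fell by 0.82 (standard error 0.15, adjusted p = 3.6e-05 from edgeR). Fold changes went down with the GC content of a gene's exons, with Pearson's r = -0.46 across 17163 genes, which are not independent replicates. The genes called higher had a median GC content of 39.5% and those called lower 59.9%. With the GC content and length trend of each library removed as an offset, 524 genes passed, 301 of them among the 1508 and in the same direction, and GLMN and CASTOR1 had log2 fold changes of 0.81 and -1.99 and did not pass (adjusted p = 0.077 and 0.064 from edgeR). Fewer genes passed when NFATc2 replicate 1, NFATc2 replicate 2 or NFATc2M replicate 1 was left out, and more without NFATc2M replicate 2. The fewest passed without NFATc2M replicate 1, and DLX2, RAPGEF6, GLMN, CASTOR1 and SUV39H2-DT were not among them. DLX2 and RAPGEF6 did not pass without NFATc2 replicate 2 either, and CASTOR1 passed in none of the 4 fits that left out a library.

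**Figure D1:**
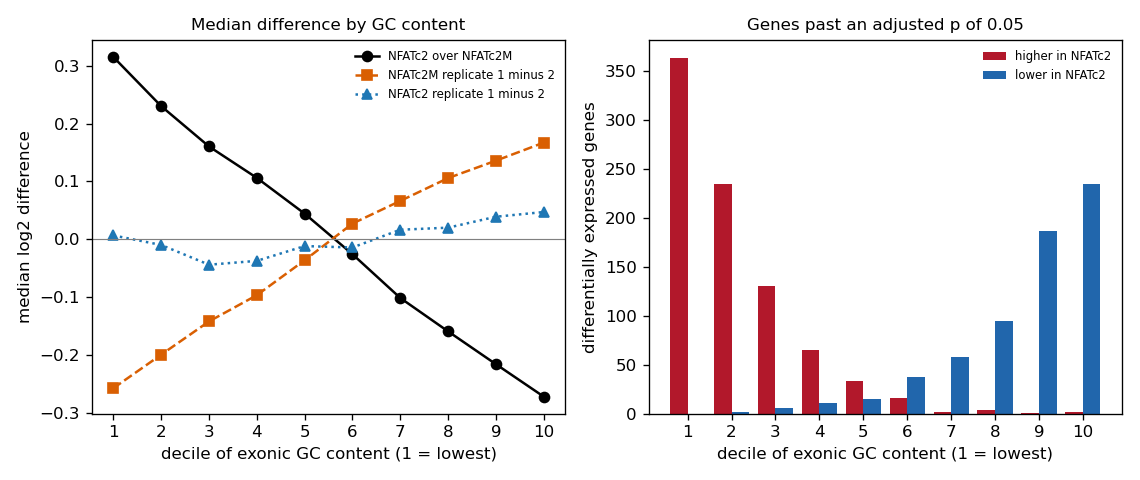
Left, the median log2 difference of the tested genes in each decile of exonic GC content, for NFATc2 over NFATc2M and between the replicates of each group. Right, the number of differentially expressed genes in each decile by direction; the lowest decile holds 364 higher and 0 lower genes, the highest 2 higher and 235 lower.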

The enriched top-level gene ontology categories included the biological processes of cell differentiation, cell proliferation, cell death and cell cycle, suggesting that the important roles in cancer cell survival (Fig. 4B).

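Of 44 genes of G2/M, listed before the data were examined, 19 rose with NFATc2, 0 fell and 25 did not pass at an adjusted p of 0.05 from edgeR (23 higher when adjusted over the list alone), with a median log2 fold change of 0.33. KIF11, the kinesin that separates the spindle poles, lies on chromosome 10 of GRCh38 from 92574105 to 92655395 and had 116 ± 1.12 CPM (SD, n = 2) against 73.7 ± 5.55 (SD, n = 2). Its log2 fold change was 0.65 (standard error 0.11, adjusted p = 3.3e-05 from edgeR's quasi-likelihood test). ANLN, needed for cytokinesis, TPX2, a spindle assembly factor, and ASPM, a spindle pole protein, had log2 fold changes of 0.57, 0.54 and 0.59. Of 40 genes of G1/S and DNA replication, 5 rose and 1 fell (8 higher and 1 lower when adjusted over the list alone). EXO1, an exonuclease of DNA repair, rose by 0.67 on the log2 scale and RRM2, a ribonucleotide reductase subunit, by 0.33, whereas POLD1, a DNA polymerase subunit, fell by 0.37. Among 36 genes of the apoptosis machinery, 1 rose and 2 fell (3 and 3 when adjusted over the list alone). CYCS, which encodes cytochrome c, was higher by 0.54 (standard error 0.12, adjusted p = 0.0011 from edgeR) and BBC3, the BH3-only protein PUMA, had a log2 fold change of -0.80 (standard error 0.15, adjusted p = 1.7e-04 from edgeR). Of 32 p53 target genes, 2 rose and 5 fell (2 and 7 when adjusted over the list alone). Against all other genes, camera with a preset correlation of 0.01 gave an adjusted p of 2.3e-13 for G2/M, 0.012 for G1/S, 0.84 for apoptosis and 0.10 for p53 targets. With an estimated correlation between genes (0.39 for G2/M and 0.0023 for G1/S), the cell cycle and the p53 lists did not pass. Their camera adjusted p was then 0.69 for each, and 0.47 for each with the offset for GC content and length. This form of camera also has only the 2 residual degrees of freedom of the fit. Its smallest unadjusted p over all lists was 0.069, for G1/S, whose estimate lies below the preset 0.01. It could hardly pass any list. At the higher preset correlation the unadjusted camera p of G1/S was 0.0014, which argues against correlated genes as the reason for the G1/S loss. The loss of G2/M cannot tell correlated genes from too few libraries. The test fry, which compares a list with no change rather than with other genes, gave an adjusted p of 0.23 for each cell cycle list. At the preset correlation the p53 targets passed with DESeq2 (adjusted p = 0.027, 1 higher and 3 lower) and with the offset (adjusted p = 0.035, 0 higher and 2 lower), and the G1/S genes did not without NFATc2M replicate 2 (adjusted p = 0.056). The G2/M genes had a median GC content of 42.6% and the G1/S genes 48.5%, against 48.7% in all genes tested. At the preset correlation with the offset, the camera adjusted p was 1.8e-09 for G2/M and 1.9e-05 for G1/S, so both lists still passed. With the offset for GC content and length, 8 G2/M and 3 G1/S genes rose, 0 apoptosis genes passed, and ASPM, POLD1, CYCS and BBC3 no longer passed; without NFATc2M replicate 1, 1 G2/M gene, 0 G1/S and 0 apoptosis genes passed, KIF11 being the only one of the named genes that did, and without NFATc2 replicate 2, 0 G1/S genes did. From its enriched categories, which include cell cycle and cell death, the paper proposes that the differentially expressed genes have roles in the survival of cancer cells.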

**Fig. 4:**
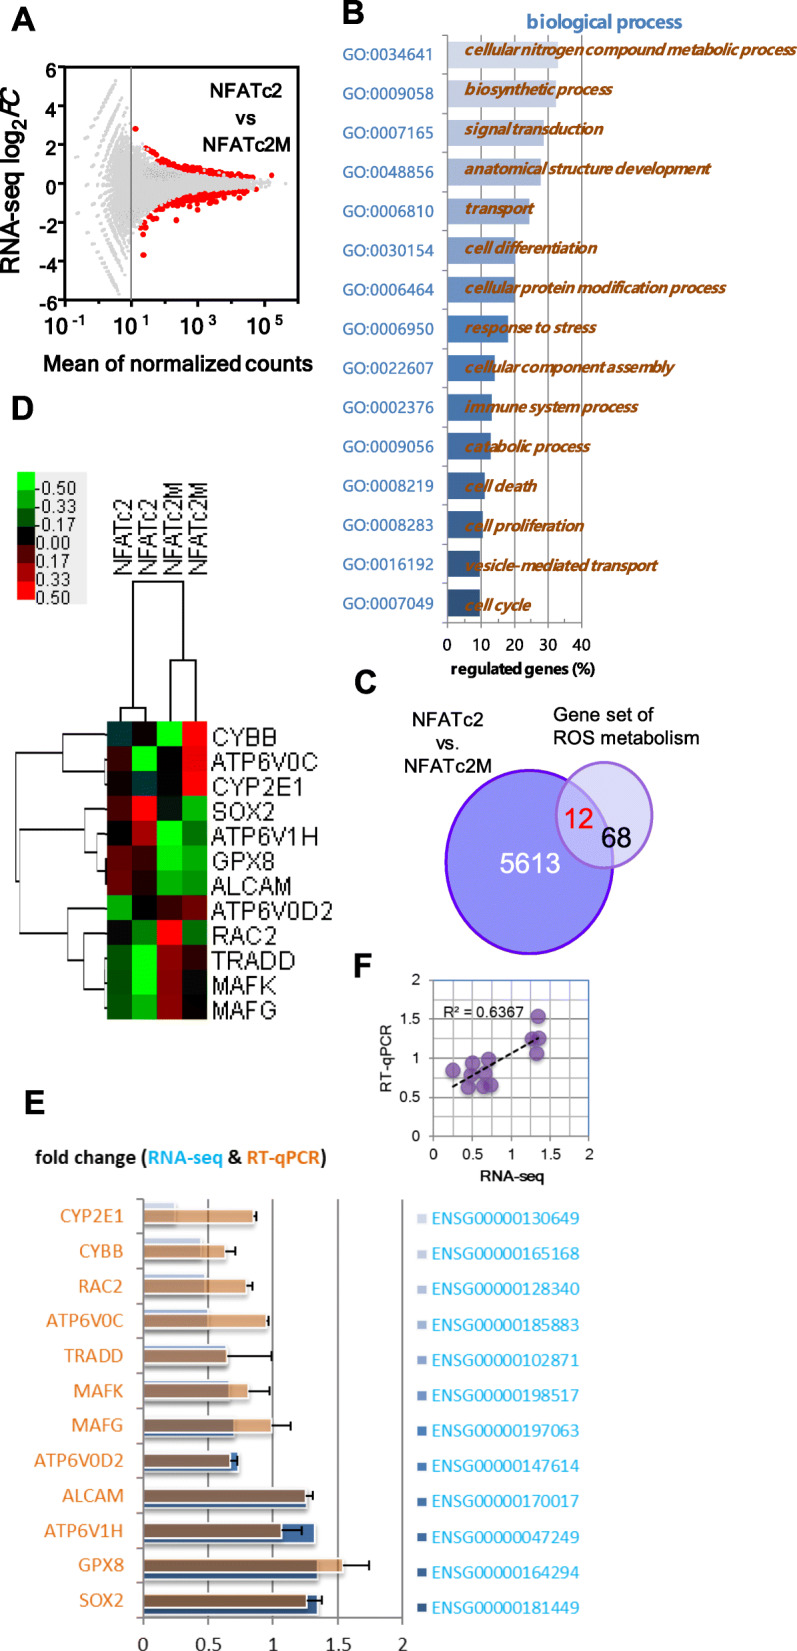
Transcriptome analysis of A549 cells transfected with NFATc2 or NFATc2M (loss of function mutant) and stimulated by OPNc-CM. **a** MA plot shows the log2-fold change (FC) value attributable to a given gene over the mean of normalized counts. Genes with the adjusted *p* value < 0.01 were highlighted in red. **b** Enriched Gene Ontology sets for differentially expressed (DE) genes. **c** Venn diagram illustrating the number of genes between DE genes with a most enriched gene set of ROS metabolism. **d** Heatmap representing the identified 12 DE genes of detected expression levels in hierarchical clusters. **e** Validation of the mRNA levels of selected DE genes by qRT-PCR (mean ± SEM. *n* = 3) and compared with RNA-seq counts. **f** Correlational analysis on RNA-seq and qRT-PCR results

Interestingly, when we went through and tried to summarize DE genes in crossover categories, we realized that many of the profiled genes associated with the function of ROS metabolism. 

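The paper's Table S2 was not used here, and 4 lists written before the data were examined stand for genes of ROS metabolism. Of the 109 tested genes in these lists, 7 rose and 8 fell with NFATc2 at an adjusted p of 0.05 from edgeR. The other 94 did not pass, and 9 rose and 8 fell when adjusted over the list alone. Over all genes tested, 1508 of 17459 passed, and whether the lists exceed that share was not tested. Among 47 antioxidant and NRF2 target genes, 3 rose and 4 fell (5 and 2 with the offset for GC content and length). SLC7A11, the cystine transporter that supplies glutathione synthesis, lies on chromosome 4 of GRCh38 from 138164097 to 138242349 and had 297 ± 13.3 CPM (SD, n = 2) with NFATc2 and 215 ± 37.0 (SD, n = 2) with NFATc2M. Its log2 fold change was 0.47 (standard error 0.11, adjusted p = 0.0018 from edgeR's quasi-likelihood test). ABCC3, an efflux transporter on chromosome 17 from 50634777 to 50692253, had a log2 fold change of -0.41 (standard error 0.10, adjusted p = 0.0053 from edgeR). Of 46 genes of general ROS response, 0 rose and 2 fell, among them SBNO2, a transcriptional coregulator, by 0.41 on the log2 scale. With the same offset 4 rose and 0 fell, while the list's median log2 fold change was 0.028 without the offset and 0.0085 with it. Of 10 genes of the NADPH oxidases, NOXA1, an activator of the oxidase NOX1, was the 1 gene that passed, with a log2 fold change of -0.97 (standard error 0.23, adjusted p = 0.0026 from edgeR). Subunits of the vacuolar proton pump went both ways, 4 of 24 higher and 1 lower. ATP6V1D was higher by 0.53 (standard error 0.14, adjusted p = 0.0058 from edgeR), ATP6V1A by 0.43, and TCIRG1 had a log2 fold change of -0.48 (standard error 0.11, adjusted p = 0.0013 from edgeR). None of the 4 lists stood apart from all other genes in camera, with adjusted p = 0.98, 0.92, 0.62 and 0.33 in the order above. Camera asks for a shift of a list in 1 direction, so it cannot show whether calls in both directions are frequent in it. Fewer of the 109 genes passed without NFATc2 replicate 1, NFATc2 replicate 2 or NFATc2M replicate 1, fewest without the last, and more without NFATc2M replicate 2. With the offset for GC content and length 10 passed (8 higher and 2 lower), which include none of the 7 genes named.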

Given the fact that multiple earlier report in both OPN and NFAT studies suggested a connection with drug related redox stress in cancers, we extracted 80 genes from Gene Set Enrichment Analysis (GSEA) panels (Table S2) and found that 12 genes were identified as positively identified as DE with statistical significance between NFATc2 and NFATc2M samples (Fig. 4C). 

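Of the 12 genes, 6 passed an adjusted p of 0.05 from edgeR over all genes tested, and 6 when adjusted over the list alone, which is not independent evidence since the study chose the list on these libraries. TRADD, an adaptor of TNF receptor signaling on chromosome 16 of GRCh38 from 67154185 to 67159909, had 26.3 ± 3.31 CPM (SD, n = 2) with NFATc2 and 39.9 ± 0.94 (SD, n = 2) with NFATc2M. Its log2 fold change was -0.60 (standard error 0.14, adjusted p = 0.0027 from edgeR's quasi-likelihood test). MAFK and MAFG, small MAF partners of NRF2, were also lower. MAFK lies on chromosome 7 from 1530702 to 1543043, with 18.1% of its exonic bases opposite exons of another gene, and had a log2 fold change of -0.57 (standard error 0.11, adjusted p = 1.6e-04 from edgeR). MAFG lies on chromosome 17 from 81918270 to 81927735 and fell by 0.47 (standard error 0.11, adjusted p = 0.0017 from edgeR). ALCAM, a cell adhesion molecule on chromosome 3 from 105366909 to 105576900, was higher at 212 ± 1.30 CPM (SD, n = 2) against 162 ± 15.9 (SD, n = 2), a log2 fold change of 0.39 (standard error 0.11, adjusted p = 0.011 from edgeR). ATP6V1H, a subunit of the vacuolar proton pump on chromosome 8 from 53715543 to 53843558, had a log2 fold change of 0.47 (standard error 0.14, adjusted p = 0.026 from edgeR), and this call was lost with DESeq2 and with scaling by library size only. GPX8 passed as well, and SOX2 did not. Of the other pump subunits, ATP6V0C on chromosome 16 from 2513952 to 2520218 had a log2 fold change of -0.99 (standard error 0.57, adjusted p = 0.29 from edgeR) and ATP6V0D2 on chromosome 8 from 85987323 to 86154225 had -0.38 (standard error 0.66, adjusted p = 0.79 from edgeR). RAC2, CYP2E1, a cytochrome P450, and CYBB, the catalytic subunit of the phagocyte NADPH oxidase, lay below the filter on low counts. CYP2E1 lies on chromosome 10 from 133520406 to 133561220, and its depth-scaled ratio of NFATc2 over NFATc2M was 0.24, with an exact 95% interval from 0.0048 to 2.41 that covers counting error only. For CYBB, on chromosome X from 37780018 to 37813461, it was 0.51, with an interval from 0.17 to 1.39, so a difference was not detectable at this depth for either gene. With the offset for GC content and length, MAFG was the 1 gene of the 12 that passed. Without NFATc2 replicate 2 or without NFATc2M replicate 1, 0 of the 12 passed in edgeR, and without NFATc2 replicate 1 ALCAM and GPX8 no longer did.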

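Among the 12 genes that the study drew from its ROS set, MAFK, MAFG, ALCAM, TRADD, ATP6V1H and GPX8 had at least 557 counts in every library. MAFK had 3642 and 3123 counts in the NFATc2 libraries and 4972 and 4619 in the NFATc2M libraries, and MAFG had 3144 and 3249 against 4359 and 4088. ALCAM counted 4605 and 4903 with NFATc2 against 3190 and 3751 with NFATc2M. For these 6 genes, both NFATc2 libraries lay on the same side of both NFATc2M libraries in normalized counts. The same held for ATP6V0D2 and SOX2, which did not pass, and for CYP2E1, which lay below the filter. Such a separation therefore adds no support to the calls. Between libraries, ATP6V0C varied from 6 to 34 counts, ATP6V0D2 from 10 to 17 and SOX2 from 17 to 32. CYBB had 0 and 7 counts with NFATc2 and 3 and 10 with NFATc2M, and CYP2E1 had 1 and 0 against 1 and 3.

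**Figure D2:**
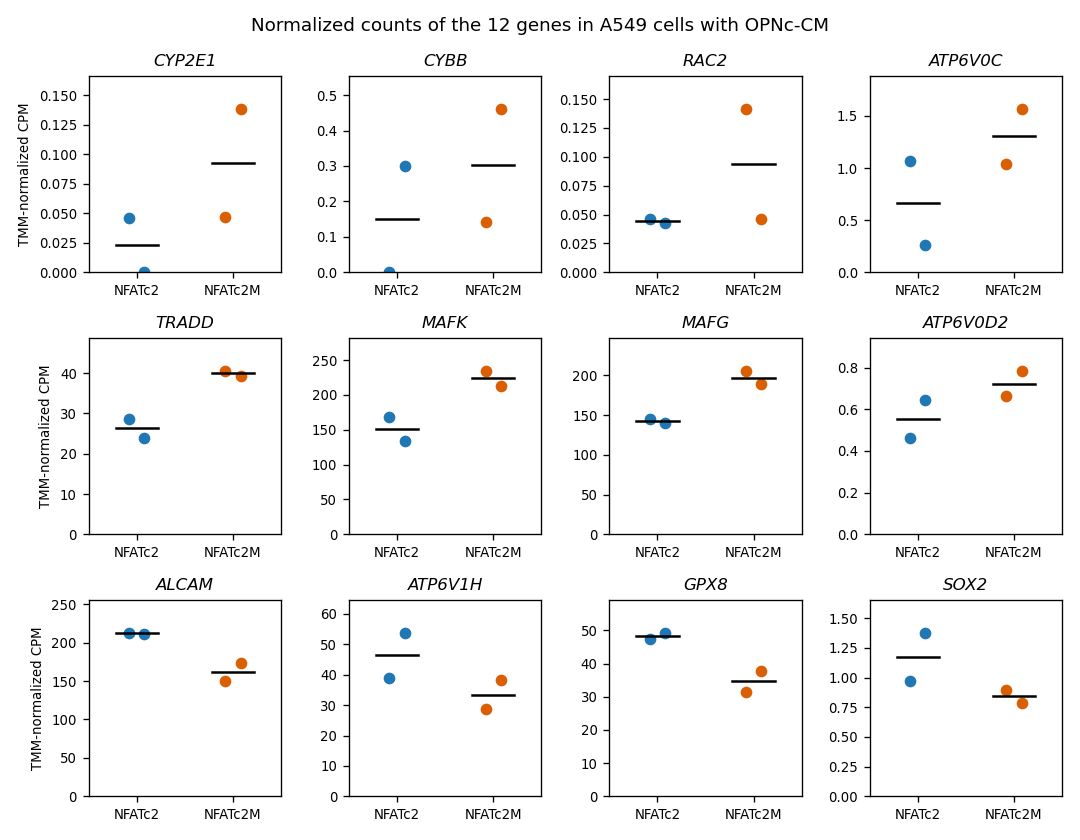
CPM normalized by TMM for each of the 12 genes in A549 cells with OPNc-CM, by plasmid; points are single libraries (n = 2 per group), bars their mean, and each vertical axis starts at 0. TRADD lies at 24.0 and 28.7 with NFATc2 and at 39.3 and 40.6 with NFATc2M, and CYBB at 0 and 0.30 against 0.14 and 0.46.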

The clustered FC heatmap from normalized RNA-seq counts of the identified genes were shown in Fig. 4D. Although there seemed to be a variation between samples with a same treatment group, the RT-qPCR validation gave a very consistent result (Fig. 4E) for their up/down regulated levels and with a good correlation of both assays (Fig. 4F) of RNA-seq and qRT-PCR.

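Across all genes tested, edgeR put the common biological coefficient of variation at 11.0%. Correlations of log2 CPM between libraries ran from 0.977 to 0.987 across genes, which are not independent replicates. ATP6V1H had 841 and 1250 counts in NFATc2 replicates 1 and 2, and 607 and 826 in NFATc2M replicates 1 and 2, so that NFATc2 replicate 1 and NFATc2M replicate 2 lay next to each other. In CPM, ATP6V0C had 1.06 and 0.26 with NFATc2 against 1.04 and 1.57 with NFATc2M. GPX8 varied less within a group, from 47.4 to 49.3 with NFATc2 and from 31.5 to 37.7 with NFATc2M. MAFK lay between 134 and 168 with NFATc2 and between 213 and 235 with NFATc2M. As a check for a library deposited under 2 names, the chi-square per degree of freedom between replicates was 10.2 for NFATc2 and 9.66 for NFATc2M over genes with at least 20 counts in the pair.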

### Addition of OPNc to cultural microenvironment reduced cisplatin induced cellular ROS levels in H1299 cell

To obtain direct evidence of OPNc indeed was able to alter NFATc2-mediated ROS production or clearance, we performed a quantitative fluorescent flow cytometry assay to measure the ROS levels in cisplatin treated H1299 cells. The result in Fig. 5A showed that cisplatin could significantly raise the ROS levels in H1299 cells, where OPNc-CM treatments compromised the increase by approximately 59%. The effect was suggested causual and specific as from the antibody neutralization results (Fig. 5A). To examine whether NFATc2 was involved as mediator molecule, we introduced NFATc2M mutant with FLAG tags into H1299 cells (Fig. S2), as well as a mutant NFATc2MP, impaired in calcineurin-dependent nuclear import with mutations in the dephosphorylation catalytic sites. The results in Fig. 5B showed that the overexpression of wild typed NFATc2 could be helpful to repress cisplatin-induced ROS accumulation, where neither of NFATc2M or NFAT2cMP had a similar function. OPNc-CM most significantly reduced the ROS levels in NFATc2 overexpressed H1299 cells, comparing to other groups (Fig. 5C). These results suggested the importance of a NFATc2 dependent cell protection mechanism for attenuating ROS induced apoptosis in NSCLC cells.

**Fig. 5:**
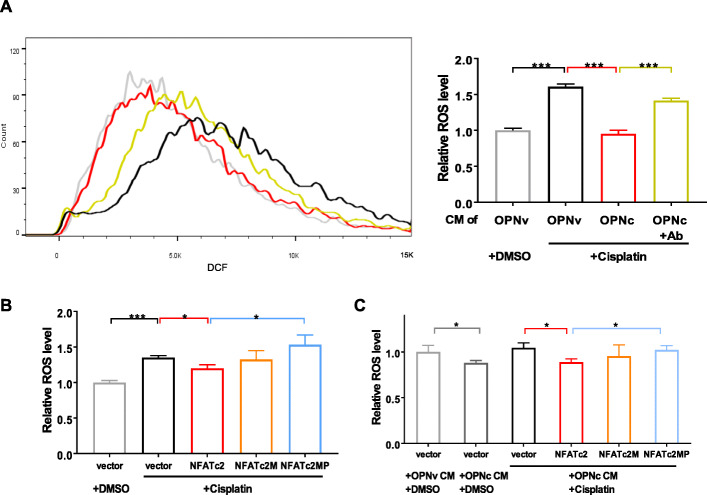
Effects of OPNc on ROS levels in cisplatin treated H1299 cells by DCF fluorescent assays. **a** Flow cytometry from H1299 treated with 20 μg/ml cisplatin in OPN-c (with or without neutralizing antibody) CMs for 12 h. Quantification of the fluorescent intensities was shown as in the plot. **b** ROS levels in H1299 cells transfected with NFATc2 or mutants in 20 μg/ml cisplatin for 12 h. **c** Effect of OPNc-CM on ROS levels in NFATc2 transfected H1299 cells. Data were represented as the mean ± SD from 3 independent experiments. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001

### The role of Ca^2+^/NFATc2 signal on ROS levels in the pro-survival function of OPNc-CM in cisplatin treated A549 cells

Using A549 as an alternative NSCLC cell model, we verify our previous findings with comprehensive assays focusing on OPNc with the comparison to other OPN-SIs. OPNc-CM reduced the rate of apoptosis from 20 μg/ml cisplatin treatments at 44% to 38.7%, and the effect could be neutralized by the OPN antibody (Fig. 6A, B). The western blot probing for NFATc2 in both cytoplasmic and nuclear forms verified that OPNc-CM increased NFATc2 nuclear accumulation under the experimental conditions (Fig. 6C). We then evaluated the role of OPNc-CM in ROS levels in A549 cells transfected with NFATc2 or its mutants, following the treatment with 10 μg/ml cisplatin for 12 h. OPNc-CM significantly reduced the level of ROS to approximately 88% in NFATc2 overexpressed A549 cells, compared to cell with vector control (Fig. 6D). These results were consistent with our observation in H1299 cells, and therefore indicated that the increase of OPNc-CM induced cell growth in CCK-8 assays and cell survival from cisplatin treatment involved enhanced NFATc2 nuclear translocation, which altered ROS metabolism to reduced cellular ROS levels and ROS induced apoptotic effects.

**Fig. 6:**
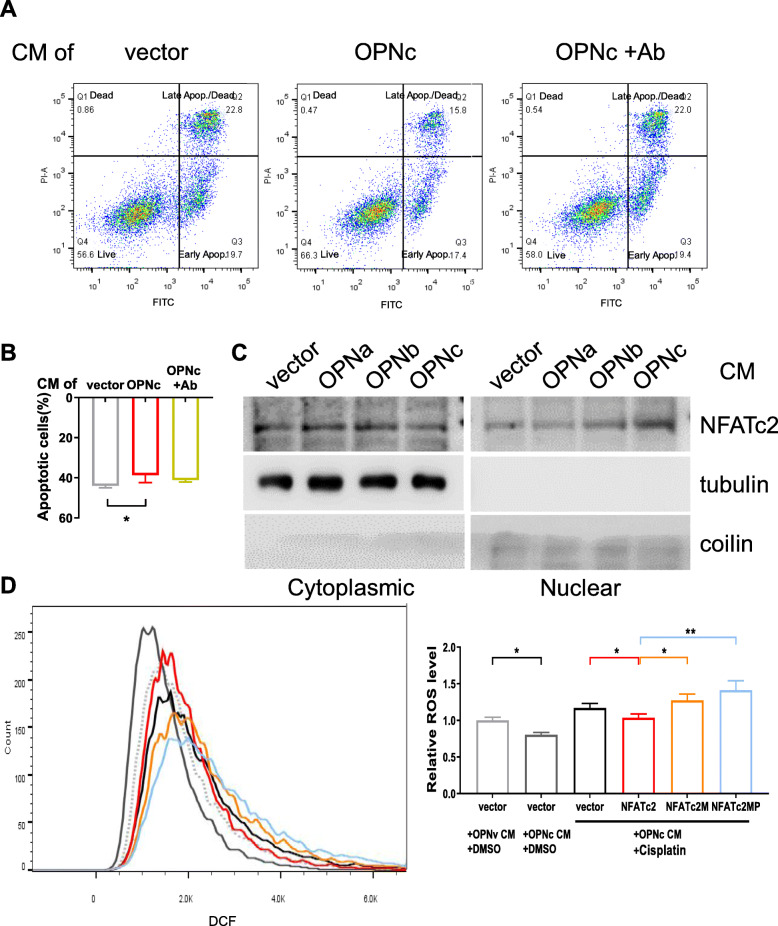
NFATc2 regulated ROS metabolism involved in OPNc-CM promoted cell survival of A549 cells with cisplatin treatment. **a** Apoptosis analyses by flow cytometry in A549 cells treated with cisplatin (20 μg/ml) for 48 h in OPNc-CM and CM with OPN-neutralizing antibody. **b** Quantification of apoptosis from conditions as in a, *n* = 3. **c** Western blot analyses for cytoplasmic or nuclear distribution of NFATc2 in A549 cells treated with OPN-CMs. **d** ROS cytometry in the NFATc2 or mutants transfected A549 cells treated with 10 μg/ml cisplatin in OPNc-CM for 12 h. Data for quantification were represented as the mean ± SD from 3 (for apoptosis and ROS detections) independent experiments. * *p* < 0.05, ** *p* < 0.01

## Discussion

The resistance to anticancer drugs is a major obstacle in the clinical practice of tumor treatment. Recent studies have shown that molecules secreted by cancer cells are involved in conferring chemotherapy resistance through altering TME [31]. The molecules could be secreted by tumor cells with acquired growth potential and propagated as important signals to synchronize adjacent cells and make the community respond to environmental stress. Several studies have demonstrated growth-promoting effects of tumor cell–derived OPN on adjacent cells in the tumor microenvironment [20, 32]. In addition to its secretion by tumor cell, OPN is also expressed by a variety of cells in the tumor microenvironment, such as macrophages, natural killer cells, and endothelial cells [33]. However, the autocrine and paracrine crosstalk between secreted OPN and various cell types remains unresolved, and the generation and function of splicing isoforms are even less clear. As a minor splicing isoform of OPN, OPNc seems to play an important role in promoting cell survival under drug-induced cytotoxic pressure (Fig. 1). OPNc might be a potential factor to transmit a stimulation signal to adjacent cancer cells and confer an adaptive response to pharmacological insults via Ca^2+^/NFATc2/ROS signaling. Among these secretory factors, splicing isoforms are good candidates. These can be generated and accumulated rapidly from the existing precursor mRNA to achieve the abundance of mediating and transmitting response signals in TME. We believe that alternative splicing isoforms, especially secretory proteins, could provide a wealth of candidates as effective indicators of chemotherapy resistance and potential targets for improving chemotherapy.

In most cases, due to the complexity of TME, it is very challenging to accurately monitor and profile their changing components. Alternatively, analyses can be used to track cellular signaling molecules and downstream effects associated with environmental stimulation, especially to determine the dynamics of rapid responses. As the second messenger of cells, calcium is an important molecule that responds to environmental stimulation and is also related to the molecular function of OPN [34]. It has been reported that the application of soluble OPN or RGD peptides induced the transient elevation of [Ca^2+^]i in human osteoclast-like cells isolated from giant cell tumor of bone [35]. Our previous studies also showed robust responses of nuclear calcium increase in colon cancer cells, when cells were treated with the OPNc-CM [20]. In this study, we observed an increase of [Ca^2+^]i when cells were treated with the OPN-CMs, especially OPNc-CM (Fig. 2). The [Ca^2+^]i could be used as a rapid and sensitive indicator to reflect the response of cells to environmental stimulation in TME. As a microenvironment factor, secreted proteins (such as OPNc) could easily transmit environmental stimulation signals to cells, and also could remodel the cells intracellular phenotypes for the adaptation to TME.

Although we do not know yet how might OPN stimulate the increase of [Ca^2+^]i in NSCLC cells, the remarkable reduction of calcium signal by OPN antibody suggested that such effect was indeed rendered by the OPN protein in the CM (Fig. 2A, C). This response was further inhibited by an antibody directed against the integrin αvβ3 (Fig. 2A, C), suggesting the importance of binding to RGD receptors in inducing transient elevation of [Ca^2+^]i. Ligation of integrin αvβ3 might lead to the phosphorylation and activation of phospholipase C, which could lead to Ca^2+^ release from intracellular stores. The deleted exon 4 of OPNc led to the minor degree of isoform polymerization, comparing with OPNa and OPNb, which could modify protein function by altering the conformational state of OPN, thereby significantly altering OPN function. The precise mechanism underlying OPN-SI-regulated calcium signal in cells is currently under investigation in our laboratory.

In many cell types, activation of Ca^2+^ signaling regulates numerous functions, including secretion and gene transcription. In cancer cells, it has been suggested that the activation of Ca^2+^ signaling is required for activation of NFATs, which is in turn necessary for cell survival. NFAT signaling pathway regulates various aspects of tumor cell functions. As a calcium sensor, NFAT integrates calcium signal with other pathways involved in development and growth, immune response and inflammatory response [36]. Different NFAT members have different functions in different cancers. The exact function of NFAT in tumor or tumor microenvironment depends on cellular conditions. In the present study, NFATc2 was selectively promoted the nuclear translocation by secretory OPNc in NSCLC cells (Fig. 3), may play different functions compared with other members of NFAT family.

Adaptive antioxidant response to alleviate oxidative stress from ROS surge during systemic therapy is one of the most important mechanisms of drug resistance [37]. The cytotoxic effect of cisplatin is mainly mediated by the generation of nuclear DNA adducts. If it cannot be repaired, it will lead to cell death as a consequence of DNA replication and transcription blockage. However, the ability of cisplatin to induce nuclear DNA damage is not sufficient to explain its high efficiency, nor its toxic effects on normal post mitotic tissues. Oxidative damage following cisplatin exposure was observed in several tissues in vivo, suggesting a role of oxidative stress in the pathogenesis of cisplatin induced dose limiting toxicity. It has been reported that cisplatin exposure induces a mitochondrial dependent ROS response. Overproduction of ROS can induce oxidative stress leading to cell death that significantly enhances the cytotoxic effect caused by nuclear DNA damage [38]. Mechanistic investigations identified through the NFATc2/SOX2/ALDH1A1 axis, oxidative stress induced by cancer drug treatment is attenuated, leading to increased resistance in a mutation-independent manner [18]. Indeed, we have observed a set of DE genes clustered in ROS signaling in NFATc2 transfected A549 cells induced by OPNc-CM (Fig. 4), including SOX2, RAC2 and GPX8. 

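RAC2, which activates the phagocyte NADPH oxidase, lies on chromosome 22 of GRCh38 from 37225270 to 37259594. It had 1 and 1 counts in the NFATc2 libraries and 3 and 1 in the NFATc2M libraries, below the filter on low counts. The depth-scaled ratio of NFATc2 over NFATc2M was 0.48, with an exact 95% interval from 0.043 to 3.33 that covers counting error only. A difference in RAC2 was therefore not detectable at 21011786 to 23527259 gene counts per library. SOX2 was tested and did not pass in edgeR, whereas GPX8 did.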

SOX2 as a critical transcriptional regulator is amplified in various cancer types and affects cancer cell physiology via involvement in complicated cell signaling and protein-protein interactions, including triggering cell apoptosis by the combined effects of ROS overproduction. Up-regulation of SOX2 in the OPNc-CM induced A549 cells overexpressed with NFATc2 in our study suggests that ROS generation may be compromised. 

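SOX2, a transcription factor of stem cells, lies on chromosome 3 of GRCh38 from 181711925 to 181714436 and had 21 and 32 counts in the NFATc2 libraries and 19 and 17 in the NFATc2M libraries. Its CPM was 1.17 ± 0.29 (SD, n = 2) with NFATc2 and 0.84 ± 0.080 (SD, n = 2) with NFATc2M. The log2 fold change was 0.48 (standard error 0.55, adjusted p = 0.65 from edgeR's quasi-likelihood test), so the difference was within the error of the estimate. Both NFATc2 libraries lay above both NFATc2M libraries, for which the smallest p that an exact permutation test of 2 against 2 libraries allows is 1 in 3.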

Glutathione peroxidase (GPX) is the most important antioxidant enzyme for maintaining ROS homeostasis, including 8 glutathione peroxidases (*Gpx1–Gpx8*) so far identified [39]. In OPNc-CM induced NFATc2 overexpressed cells, the expression of *Gpx8* was up-regulated. These results suggested that up-regulation of SOX2 and GPX8 could be involved in OPNc/NFATc2 signaling, which could contribute to ROS homeostasis in NSCLC cells. Indeed, increases in ROS induced by the cisplatin treatment were significantly reduced by NFATc2 up-regulation or OPNc-CM induction (Fig. 5).

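GPX8, a glutathione peroxidase of the endoplasmic reticulum, lies on chromosome 5 of GRCh38 from 55160167 to 55167297. It had 1026 and 1145 counts in the NFATc2 libraries and 668 and 816 in the NFATc2M libraries. Normalized, these were 48.4 ± 1.31 CPM (SD, n = 2) against 34.6 ± 4.33 (SD, n = 2). The log2 fold change was 0.48 (standard error 0.14, adjusted p = 0.013 from edgeR's quasi-likelihood test). Its exons have a GC content of 39.2%, and with the offset for GC content and length the log2 fold change was 0.22 (standard error 0.10, adjusted p = 0.28 from edgeR). Without NFATc2 replicate 1, NFATc2 replicate 2 or NFATc2M replicate 1 the gene did not pass either, at log2 fold changes of 0.51, 0.45 and 0.35.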

NFATc2 was up-regulated and ROS remained at a low level compared with parental cells in multiple cell lines with induced resistance to chemotherapy or targeted therapy, suggesting that NFATc2 played an important role in drug resistance by inhibiting ROS level. Recently, a similar mechanism has been reported, involving another NFAT family protein NFATc1. NFATc1, as a coactivator and transcriptional regulator of SOX2, promotes tumor dedifferentiation and epithelial mesenchymal transition (EMT) gene expression in p53 disrupted cells. Literature has shown that NFATc1 activation may induce EMT through SOX2 in an appropriate genetic background [40]. As a specific splicing isoform of OPN, OPNc could be upregulated in response to inflammatory or carcinogenic stimulation and secreted by multiple types of cells in TME. Both in p53 wild-type and mutant NSCLC cells, OPNc as a secretory factor could induce the nuclear accumulation of NFATc2 rather than other NFAT members. These results suggested that the regulatory roles of NFATc2 on the growth and survival of NSCLC cells were not only influenced by its protein expression, but also by environmental stimulation. It suggested OPNc/NFATc2 could rapidly receive and transmit extracellular stimuli, and induce adaptive response of cells to cytotoxic pressure.

## Conclusion

Our study reports a novel NSCLC drug sensitivity pathway which links micro-environmental stimulation to induction of adaptive response of cells, evasion of cell death and enhancement of drug resistance. OPNc could be a potential factor to transmit environmental signals and remodel the cellular endophenotypes for adapting to adverse environment. NFATc2 could be an important target for the treatment of NSCLC, especially for the patients resistant to conventional chemotherapy. In the long run, the combination of classic cancer treatments and new treatment strategies for Ca^2+^/NFATc2/ROS axis could make the treatment of NSCLC patients more effective.

## Supplementary Information

**Additional file 1.**

## Data Availability

Raw data of RNA-seq were available at GEO database repository; accession ID: GSE166966 (all data), GSM5089957 (NFATc2 rep1), GSM5089958 (NFATc2 rep2), GSM5089959 (NFATc2M rep1) and GSM5089960 (NFATc2M rep2).

## Abbreviations

OPN: Osteopontin
NSCLC: Non-small cell lung cancer
TME: Tumor microenvironment
NFATc2: Nuclear factor of activated T cells 2

How the deposited data were processed for this re-analysis (not part of the article)

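RNA-seq of A549 cells was analysed for 2 samples transfected with NFATc2 and 2 with NFATc2M, all in OPNc-CM. Conditions and replicate numbers came from the sample labels and the paper's data statement, which give the same mapping.

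The authors aligned read pairs to GRCh38 with HISAT2 (version not given in the sources used here), sorted them with SAMtools 1.18 and counted reads per gene of the Ensembl annotation with HTSeq 0.11.2. The deposited values are whole-number counts per gene without normalization. The columns named for the samples were used, and 4 other value columns without sample names, which hold the same counts with the 2 groups in the opposite order, were not used here. The direction of every fold change therefore rests on the column names. With these names the 6 passing genes of the study's 12 change in the direction of the paper's figure. The ratio of mean normalized counts was 0.68 for MAFK and 1.31 for ALCAM, against 0.66 and 1.3 there. This argues against names swapped between the file and the figure. The figure rests on the same libraries, so a swap made before both would not be seen. Of 64253 gene identifiers, 56105 were named from the reference annotation (GENCODE on GRCh38) and 3853 from the file's own name column, and 4295 stayed without a name. The 5 summary categories of HTSeq held 56.4% to 57.4% of each library's total and were left out. Gene counts came to 21011786 to 23527259 per library. Coordinates, exonic length and GC content are those of the reference annotation.

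Counts were tested in R 4.3.3 with edgeR 4.0.16. Genes were filtered with filterByExpr on the groups, libraries were scaled by TMM, and the spread was estimated with estimateDisp and glmQLFit with robust estimation. Each gene was tested with glmQLFTest, at a Benjamini-Hochberg adjusted p of 0.05 and an absolute log2 fold change of 0.26 for the count of differentially expressed genes. The model had no block and 2 residual degrees of freedom. The written plan did not name the legacy option of glmQLFit, and the installed default (legacy=TRUE, 1508 genes) was kept; this was settled after 1525 genes had been seen with legacy=FALSE, which is given as an alternative chosen after seeing the data. CPM values use TMM library sizes, with SD over the 2 libraries of a group. For genes below the filter, a ratio of summed counts scaled by depth is given with an exact 95% interval, which covers counting error only. The fit was tested on simulated counts with 200 changed genes, where it made 158 calls, 8 of them false. With a simulated GC trend and no changed gene it made 2636 calls, and 2 with the offset described below. That trend was set to differ between the groups, was steeper than the one in the data and had a form that the offset removes. The 2636 therefore does not tell how many of the 1508 calls come from GC content.

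Gene lists were written before the data were examined: 30 lists, of which 26 had at least 5 tested genes and were compared with all other genes by camera in limma 3.58.1 (preset correlation 0.01), Benjamini-Hochberg adjusted over the lists. The ROS count joins 4 of them, written because the paper's own table of ROS genes was not used here. With an estimated correlation, camera uses the 2 residual degrees of freedom and can hardly pass any list here, so a loss there is weak evidence. The rule for named genes, set at the same time, takes every gene the paper names for this experiment, the 12 genes with the largest change in each direction among those with a symbol and past the threshold whose libraries do not overlap between groups, and up to 4 genes past the threshold in each list with the smallest p (2 of the highest counts where none passed). Its picks were not all printed: some have few counts or near-identical copies, and 1 is not reported here.

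Alternatives were DESeq2 1.42.0, limma voom, edgeR without robust estimation, a likelihood ratio test with common dispersion, a Poisson test, scaling by DESeq2 size factors, upper quartile or library size, other filters on low counts, the replicate number as a block, each library's trend with GC content and length removed as an offset (a spline with 5 degrees of freedom), each library left out in turn, and other thresholds. A fit that leaves out a library assumes that the lone library of its group varies like the other group. Paralogs and genes that overlap on the opposite strand may share reads, and no correction for this was made. RT-qPCR values, gene ontology enrichment and the paper's other experiments were not analysed here. Figures were drawn with matplotlib 3.10.9.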

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

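The tests of explanations in this part were chosen, with their bounds, only after the results were seen; the offset and the left-out libraries as settings, and the gene lists, were chosen before.

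Fold changes of NFATc2 over NFATc2M fell with exonic GC content (r = -0.46 across genes). The 2 NFATc2M libraries also differed from each other along GC content (Pearson's r = 0.3235 across 17163 genes, just over the bound of 0.3 set for it) while their depth differed by 1.72%, which argues against depth, and r between the NFATc2 replicates was 0.063. A GC content and length trend that differs from library to library is a candidate explanation for part of the fold changes. That trend as the whole cause is argued against by the 301 genes that passed with and without the offset in the same direction. The correlation of GC content with each library's deviation from the mean of the 4 was -0.29 and -0.36 with NFATc2 and 0.51 and 0.12 with NFATc2M, so the groups do not overlap, and 4 libraries give 3 splits into pairs and no exact permutation p under 1 in 3. Whether the construct itself moves GC-rich and GC-poor genes apart stays open, since the offset removes a trend whatever brought it about.

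Of 44 genes of G2/M, 19 were higher with NFATc2 and 25 did not pass. The offset lowers the calls from 19 to 8 and leaves a median log2 fold change of 0.18, with a camera adjusted p of 1.75e-09 at the preset correlation, which argues against the GC trend as the whole cause, and of 0.47 with an estimated one, which leaves that open. Leaving out NFATc2M replicate 1 leaves a median of 0.198, which argues against that library as the whole source of the rise. That fit has no offset, and its fold changes still fell with GC content (Pearson's r = -0.28 across genes). Part of this median may therefore be the GC trend. With an estimated correlation and no offset the adjusted p was 0.69; a difference in growth between the libraries was not tested, and an effect of the construct stays open as a hypothesis.

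Antisense genes carried reads as dense as the genes opposite them, a signal the paper does not report on. For 248 long noncoding RNA genes of at least 300 bp with at least 90% of their exons opposite those of 1 protein-coding gene with at least 1000 counts, the median log2 density over that gene was 0.5371 (from 0.46 to 0.60 over the libraries), and 82.26% reached at least 0.5 of it, which argues against antisense transcripts unrelated to the sense gene. Reads that met no gene were on average 49.87% of those that met a gene, several genes or none. Both values are consistent with reads without strand information counted by strand, and a total of 7.676 Gb per library at 1 read per count, against about 8 Gb in the paper, with mates counted as single reads. A read under exons of both genes, counted without strand, meets several genes. Reads listed so were 1.55% to 1.69% of each library's total. With the antisense densities, this argues against counting without strand, unless such reads were given to each gene. Which orientation the authors counted stays open. Of 1499 called genes with annotation, 683 have some exonic base opposite another exon, as do 92 of the 108 called long noncoding RNA genes. The share over all genes tested was not computed.

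Further gene lists outside those the paper discusses stood apart from all other genes in camera with the preset correlation. None did with an estimated correlation (adjusted p = 0.69 to 0.71 from camera), a test with 2 residual degrees of freedom that could hardly pass any list. NF-kB and inflammatory genes had an adjusted p of 0.00094 from camera. At the preset correlation with the offset, the camera adjusted p was 2.4e-05 for this list and 0.0012 for heat shock genes. It was 0.0050 for ribosomal protein genes and 0.0086 for RNAs without a poly(A) tail, so these lists still passed. The mitochondrial ribosomal RNA MT-RNR1 and the ribosomal protein gene RPS18 passed with the offset in edgeR (adjusted p = 0.031 and 0.028). Of 20 heat shock genes, 4 were higher and 16 did not pass (HSPH1 by 0.43 and HSPA4 by 0.41 on the log2 scale; 6 higher and 1 lower when adjusted over the list alone), with an adjusted p of 0.0337 from camera, which was 0.078, 0.062 and 0.056 without NFATc2 replicate 1, NFATc2M replicate 1 and NFATc2M replicate 2, 0.12 with the likelihood ratio test, 0.052 with upper quartile scaling and 0.056 with a filter at a mean of 1 CPM. Of 13 genes of the mitochondrial genome, 2 were higher (among them MT-ND2 by 0.33) and 11 did not pass, with an adjusted p of 0.0262 that became 0.30 with the offset, 0.35 without NFATc2 replicate 1, 0.26 without NFATc2M replicate 1 and 0.095 with the likelihood ratio test. RNAs without a poly(A) tail had an adjusted p of 0.0402 over 6 tested genes, where the 2 that rose were mitochondrial ribosomal RNAs (MT-RNR2 by 0.45), and 0.15 with DESeq2, 0.12 with the likelihood ratio test, 0.20 with no filter on low counts, and 0.10 and 0.12 without NFATc2 replicate 1 and NFATc2M replicate 1. Of 49 ribosomal protein genes, 5 were lower and 44 did not pass (RPL8 and RPS18 at log2 fold changes of -0.38 and -0.39, both with copies elsewhere in the genome), with an adjusted p of 0.0195, of 0.21 with the likelihood ratio test, and of 0.31 and 0.088 without NFATc2 replicate 2 and NFATc2M replicate 1. With the offset HSPH1, HSPA4, MT-ND2, MT-RNR2 and RPL8 did not pass in edgeR, and without NFATc2M replicate 1 neither these nor RPS18 did.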

How the results depend on the processing

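At 21011786 to 23527259 gene counts per library, depth limits the genes with few counts, among them RAC2, CYP2E1 and CYBB. The count of 1508 genes (856 higher and 652 lower) was between 1041 and 1654 with DESeq2, limma voom, edgeR without robust estimation, the likelihood ratio test, the other scalings and the other filters on low counts. The share of calls that were higher, 56.8%, became 43.4% with upper quartile and 44.0% with library size scaling, 42.5% with the likelihood ratio test (902 of the 1508 shared), and 41.9% and 12.3% without NFATc2 replicate 1 and NFATc2M replicate 1. With the Poisson test, which counts sampling noise only, 9797 genes passed, 6030 of them past 1.2-fold, with 78 ROS genes. The likelihood ratio test left 8 ROS genes and 3 gene lists, against 15 and 7. With the GC content and length offset, 524 genes and 1 of the study's 12 passed. Other thresholds gave 591 genes at an adjusted p of 0.01, 3786 at an unadjusted p of 0.05 with 1.2-fold, 7750 at 1.2-fold alone and 6066 at 1.2 or 0.75 alone. Of the 7 lists, 0 passed with an estimated correlation. That form of camera has 2 residual degrees of freedom, and its smallest unadjusted p for any list was 0.069, so it cannot decide between them. In fry, which asks another question (a list against no change), 0 passed.

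Replicate numbers did not pair the samples (correlation of the replicate differences 0.037). With the replicate block 1759 genes passed, and with the block and the offset 833, 829 of them past 1.2-fold, with 2 of the 12 (MAFK and MAFG).

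Leaving out each library in turn gave 73 genes (without NFATc2M replicate 1) to 1963 (without NFATc2M replicate 2), 0 to 6 of the 12, 0 to 18 ROS genes and 3 to 6 lists, with 1 library fewer in each fit. The log2 fold change of NFATC2 then ran from -0.19 to 0.012 and the log2 fold change of SPP1 from -0.040 to 0.067. That of SPP1 was also below 0 with upper quartile (-0.020) and library size (-0.016), which shift all genes alike (median log2 fold change -0.034 and -0.031, against 0.00061) and so are no test of the gene. It turned with the offset (-0.32) and the block with the offset (-0.31), and the log2 fold change of ALDH1A1 with the offset (-0.045) and the block with the offset (-0.045), with SPP1 called under the block with the offset alone; the cause was not tested. Of the 58 called genes with a fold change that the text names, 38 lost their call with the offset and 51 without NFATc2M replicate 1. An alternative chosen after seeing the data, legacy=FALSE in edgeR, gave 1525 genes.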

Differences from the paper's values

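The paper reports 5625 differentially expressed genes at 1.2-fold and an FDR of 5%, and edgeR gave 1508 at these thresholds. Among the alternatives set before the data were examined, 4 came within 1.5 times the paper's number: the Poisson test with 1.2-fold (6030), an unadjusted p of 0.05 with 1.2-fold (3786), 1.2-fold alone (7750), and a fold of at least 1.2 or at most 0.75 alone (6066). DESeq2, which the paper's methods name, gave 1041, with an adjusted p for 8945 of 28748 genes. Among those without one were DLX2, RAPGEF6, GLMN, CASTOR1, SUV39H2-DT, SOX2, ATP6V0C and ATP6V0D2. The methods' fold thresholds of 1.2 and 0.75 with an FDR of 5% gave 1383 in edgeR. The other tests, scalings, filters, offsets, blocks and left-out libraries gave between 73 and 1963.

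The paper calls 12 genes of its ROS set, and 6 of them passed an adjusted p of 0.05 here. All alternatives set before the data were examined gave 7 or fewer, and the Poisson test gave 7, adding ATP6V0C.

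The paper states that SOX2 and RAC2 were among its differentially expressed genes, and here SOX2 had an adjusted p of 0.65 from edgeR and RAC2 had at most 3 counts per library. The other genes of the 12 that did not pass were ATP6V0C (adjusted p = 0.29) and ATP6V0D2 (adjusted p = 0.79), and CYP2E1 and CYBB lay below the filter on low counts. The other 6 of the 12 passed in the direction the paper shows. The genes that did not pass or lay below the filter also had ratios of mean normalized counts in the paper's direction with all 4 libraries. ATP6V0C was at 0.51 and SOX2 at 1.40, against 0.5 and 1.3 in the paper's figure, which rests on the same libraries. The paper also reports RT-qPCR of these genes with matching up or down levels, which was not analysed here.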

Other observations

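Of 32 genes of NF-kB and inflammatory signaling, 6 fell, 1 rose and 25 did not pass at an adjusted p of 0.05 from edgeR (10 fell and 1 rose when adjusted over the list alone), with a median log2 fold change of -0.24. The camera adjusted p of the list was 0.00094 with the preset correlation and 0.69 with an estimated one. NFKBIA, the inhibitor of NF-kB, had a log2 fold change of -0.52, LIF, a cytokine, of -0.47 and CXCL3, a chemokine with near-identical relatives, of -0.52, whereas CXCL5 was higher by 0.44. The list's median GC content was 53.1%, and with the offset 7 genes fell and 0 rose, CXCL5 being no longer called (log2 fold change 0.13). Without NFATc2M replicate 1, 0 of the 32 passed in edgeR, and without NFATc2 replicate 2 it was 2. Interferon response genes went both ways, 5 of 40 higher and 4 lower: SAMD9 and RIGI had log2 fold changes of 0.60 and 0.50, and IRF7 and ISG15 of -0.59 and -0.53. Genes of the unfolded protein and ATF4 response did so too, 3 of 35 higher and 5 lower, with DNAJC3, a chaperone of the endoplasmic reticulum, at 0.60 and DDIT4 and DDIT3 at -0.61 and -0.65 (31.6% of the exonic bases of DDIT3 lie opposite other genes). With the offset 1 interferon gene and 2 genes of the unfolded protein list passed, and without NFATc2M replicate 1 the counts were 1 and 2.

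Of 23 regulators of NFAT and calcineurin signaling, 4 rose and 0 fell, GSK3B, a kinase that drives NFAT out of the nucleus, by 0.48 and PPP3R1, the calcineurin B subunit, by 0.47 on the log2 scale. The camera adjusted p of this list was 0.065, 0.0095 with DESeq2 (3 higher and 0 lower), 0.046 with no filter on low counts and 0.69 with an estimated correlation, and 0 of its genes passed in edgeR with the offset or without NFATc2 replicate 1, NFATc2 replicate 2 or NFATc2M replicate 1. Of 21 NFAT target genes, 1 fell, LCN2, with a log2 fold change of -0.75 (adjusted p = 0.0015 from edgeR), which passed with the offset (adjusted p = 0.032) and did not without NFATc2 replicate 2 or NFATc2M replicate 1. With the offset 1 gene of this list rose and 3 fell, and with DESeq2 0 rose and 2 fell. Of 33 genes of cholesterol synthesis 2 rose, MSMO1 by 0.82, and the camera adjusted p of this list was 0.33, from 0.095 to 0.67 over the left-out libraries, 0.0055 with the offset, 0.0075 with the block and the offset, and 0.47 with the offset and an estimated correlation.

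Other lists had few calls. Among genes of hypoxia and glycolysis 3 of 36 were higher, LDHA by 0.35, and 2 lower; in the EMT list TGFB2 was higher by 0.51 and MMP14 and COL1A1 were lower by log2 fold changes of -1.20 and -0.53. Of 26 immediate early genes DUSP5 and KLF4 were lower (camera adjusted p of the list 0.062, and 0.014 with DESeq2, 0.043 with limma voom, 0.99 with the offset and 0.69 with an estimated correlation), and of 26 osteopontin receptor and calcium genes CD44 was higher by 0.39. Nuclear genes of oxidative phosphorylation gave 0 of 36 in edgeR, DESeq2 and limma voom, with 6 at an unadjusted p under 0.05 in edgeR. Of 14 A549 marker genes UCHL1 was lower by a log2 fold change of -0.32. COL1A1 was the 1 call among 3 tested fibroblast markers, and 0 of 3 immune markers passed in edgeR, DESeq2 or limma voom (0 at an unadjusted p under 0.05); endothelial markers reached at most 11 counts. With the offset, and without NFATc2M replicate 1, none of the 8 genes named here (LDHA, TGFB2, MMP14, COL1A1, DUSP5, KLF4, CD44 and UCHL1) passed in edgeR; with the offset MMP14 kept most of its estimate (log2 fold change -0.999, adjusted p = 0.059) and TGFB2 had 0.34 (adjusted p = 0.054).

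ATP6V0C, the proton channel subunit of the vacuolar pump, had 6 to 34 counts in the 4 libraries, whereas ATP6V1D had 681 to 1127. The reason for this low count was not tested.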
